# Identification of miRNAs and Their Target Genes in Peach (*Prunus persica* L.) Using High-Throughput Sequencing and Degradome Analysis

**DOI:** 10.1371/journal.pone.0079090

**Published:** 2013-11-13

**Authors:** Xiaoyan Luo, Zhihong Gao, Ting Shi, Zongming Cheng, Zhen Zhang, Zhaojun Ni

## Abstract

MicroRNAs play critical roles in various biological and metabolic processes. The function of miRNAs has been widely studied in model plants such as Arabidopsis and rice. However, the number of identified miRNAs and related miRNA targets in peach (*Prunus persica*) is limited. To understand further the relationship between miRNAs and their target genes during tissue development in peach, a small RNA library and three degradome libraries were constructed from three tissues for deep sequencing. We identified 117 conserved miRNAs and 186 novel miRNA candidates in peach by deep sequencing and 19 conserved miRNAs and 13 novel miRNAs were further evaluated for their expression by RT-qPCR. The number of gene targets that were identified for 26 conserved miRNA families and 38 novel miRNA candidates, were 172 and 87, respectively. Some of the identified miRNA targets were abundantly represented as conserved miRNA targets in plant. However, some of them were first identified and showed important roles in peach development. Our study provides information concerning the regulatory network of miRNAs in peach and advances our understanding of miRNA functions during tissue development.

## Introduction

MicroRNAs (miRNAs) are small, endogenous, non-coding small RNAs that negatively control gene expression by cleaving or inhibiting the translation of target gene transcripts [1], [2]. Increasing evidence indicates that miRNAs play critical roles in nutrient homeostasis, developmental processes, abiotic stresses and pathogen responses [3]–[5]. Plant miRNAs are transcribed by RNA polymerase II to generate primary miRNA (pri-miRNA) transcripts and then cleaved to miRNA precursors (pre-miRNAs), catalysed by a Dicer-like enzyme (DCL1) [6], [7]. The pre-miRNA is further cleaved to a miRNA duplex (miRNA:miRNA*) and one of the strands of this duplex is incorporated into the RNA-induced silencing complex (RISC) [8]. The miRNA* strand is usually degraded, although in some cases it also accumulates at a lower level [9]. The mature miRNA strand guides ARGONAUTE (AGO) to complementary target mRNA resulting in silencing of the target gene [10], [11].

Plant miRNAs have been identified mostly by three strategies: traditional Sanger sequencing, computational prediction and high-throughput sequencing technology. Traditional Sanger sequencing has been used for the identification of conserved miRNAs in Arabidopsis [12], [13], rice [14]–[16], wheat [17], moss [18] and poplar [19]. A computation-based approach can predict miRNAs based on high miRNA conservation, but it cannot be characterized and limited to the discovery of false positive [20]. The application of deep sequencing has greatly facilitated small RNA discovery and increasingly more miRNAs, especially species-specific miRNAs have been identified in Arabidopsis [9], [21], soybean [22], Populus [5], [23], cotton [24], Japanese apricot [25] and *Hevea brasiliensis* [26].

Peach (*Prunus persica* L.) is one of the most important fruit crops worldwide and serves as a genome model for fruit trees in the *Rosaceae*, such as apple, cherry and plum [27]. In 2010, the Genome Sequencing Project of the peach double haploid cultivar ‘Lovell’ was completed, which generated ∼230 Mb genome sequence and 202 assembly scaffolds (http://www.rosaceae.org/node/355). Peach has some unique biological facets not commonly found in model organisms such as a 3–5 year juvenility period before the trees flower and fruit, the formation of fleshy fruit with a hardened endocarp and dormancy triggered by cold weather and/or short photoperiod in the autumn [28]. Recently, some groups have predicted or identified miRNAs and their target genes in peach. Zhang et al. [29] and Gao et al. [30] independently identified miRNAs by computational prediction and experimentally by verifying miRNAs via RT-qPCR and two miRNA target genes were validated using RLM-RACE. Several miRNAs responsive to drought [31] or chilling [32] and miRNAs in different tissues [28] were identified by high-throughput sequencing in peach. However, the majority of miRNA targets in peach were predicted by bioinformatic approaches, and only 80 miRNA target genes were identified by high-throughput degradome library sequencing, which has been developed for the global identification of targets of miRNAs in Arabidopsis [33], [34], rice [35], [36], soybean [37] and grapevine [38] and other plants.

No peach miRNA are annotated in the miRBase (version 19.0). To identify more conserved and peach-specific miRNAs and their target genes and to understand further the mechanism of miRNA-regulated target genes during tissue development in peach, a small RNA library and three degradome libraries were constructed from three different tissues for deep sequencing.

## Results

### Small RNA Sequencing Analysis

To identify miRNAs involved in tissue development, a small RNA library was constructed from peach from young leaves, young stems and flowers. A total of 14,781,274 high quality reads were obtained from the small RNA library. The small RNA length distribution (15–30 nt) of the library showed that the proportion of 21–24 nt small RNAs reached 92.06%. The 24 nt class was the most abundant (41.73%) group of sRNAs followed by 21 nt sequences (23.56%) (Fig. 1). After removal of adaptor, insert, poly (A) sequences and those reads which were smaller than 18 nt and larger than 30 nt, the remaining 14,693,759 clean reads accounted for 99.41% of the total reads. Clean read sequences were divided into rRNA, tRNA, snRNA, snoRNA, miRNA and unannotated reads, by blasting against Rfam, NCBI and miRBase databases (Table 1). Among the sRNA sequences, unannotated reads accounted for 86.85% of the total (unique, 72.21%), which was the most abundant class.

**Figure 1:**
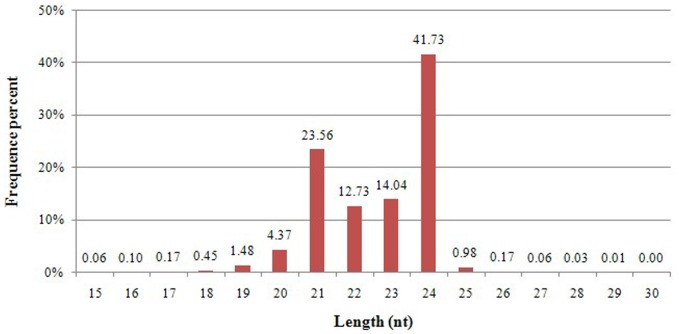
Sequence length distribution of peach sRNAs.

**Table 1:** Summary of small RNA sequencing data analysis.

Type	Unique reads	Count %	Total reads	Count %
Clean sequence	4,259,405	100	14,693,759	100%
exon_antisense	94,683	2.22	344,177	2.34
exon_sense	132,524	3.11	532,607	3.62
intron_antisense	92,540	2.17	294,133	2.00
intron_sense	129,476	3.04	669,370	4.56
rRNA	63,681	1.50	1,183,987	8.06
tRNA	6,400	0.15	154,868	1.05
snRNA	3,026	0.07	29,905	0.20
snoRNA	666	0.02	2,064	0.01
miRNA	45,430	1.07	871,626	5.93
unannotated	3,690,979	86.65	10,611,022	72.21

### Identification of Conserved miRNAs and Evolutionary Conservation

To identify conserved miRNAs, clean reads of the library were blasted against known plant miRNAs from the miRBase 18.0. Only perfectly matched sequences were considered to be conserved miRNAs. Following the BLASTn search and further sequence analysis, 117 conserved miRNAs belonging to 33 families were found to be homologous to known miRNAs from other plant species, which had previously been deposited in the miRBase database. The number of members per miRNA family ranged between one and 15. The miR166, miR156 and miR157 families were the largest, with 15, 11 and 10 members, respectively, whereas 14 miRNA families had only a single member (Fig. 2A). Details of miRNA sequences and their reads are shown in Table S2. The expression of different members of the same family was found to be largely divergent. The abundance of miRNA families also varied drastically: miR157, miR166 and miR156 were most frequently represented in the library, with 154,908, 79,863 and 73,043 reads, whereas miR172, miR167, miR168 and miR396 were moderately abundant in the library with 6,411, 5,280, 4,373 and 2,500 copies. However, the expression of five miRNA families (miR828, miR858, miR4376, miR4495 and miR5083) showed the lowest abundance, with only one read (Fig. 2B).

**Figure 2:**
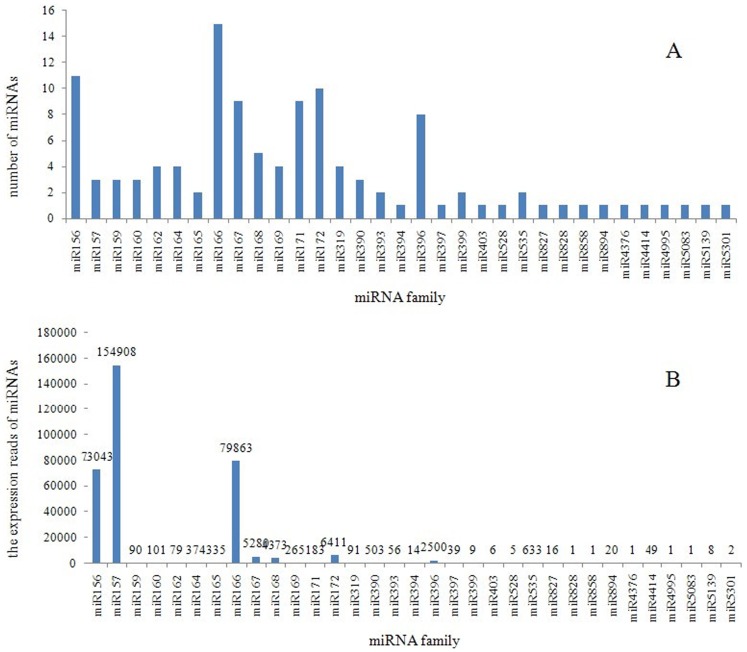
Member numbers of each identified conserved miRNA family in peach (A). The expression read of miRNA families in peach (B).

To investigate the evolutionary roles of these conserved miRNAs, extensive comparisons were performed against known miRNAs in 14 other plant species (Fig. 3). Among the miRNA families in peach, miR156, miR159, miR160, miR166, miR171, miR319, miR390 and miR396 showed a high conservation in plants, indicating that these 12 peach miRNA families are ancient. In addition, 11 miRNA families (miR162, miR164, miR167, miR168, miR169, miR172, miR393, miR394, miR397, miR399 and miR827) shared a high conservation in both dicotyledons and monocotyledons. However, 11 miRNA families were less conserved among the 14 plant species. Three families (miR5083, miR5139 and miR5301) had no corresponding homologues. The others (miR157, miR165, miR894, miR4376 and miR4995) had only one homologue among the 14 plant species. Furthermore, miR403 and miR828 was only found in dicots, whereas miR528 was only identified in monocots.

**Figure 3:**
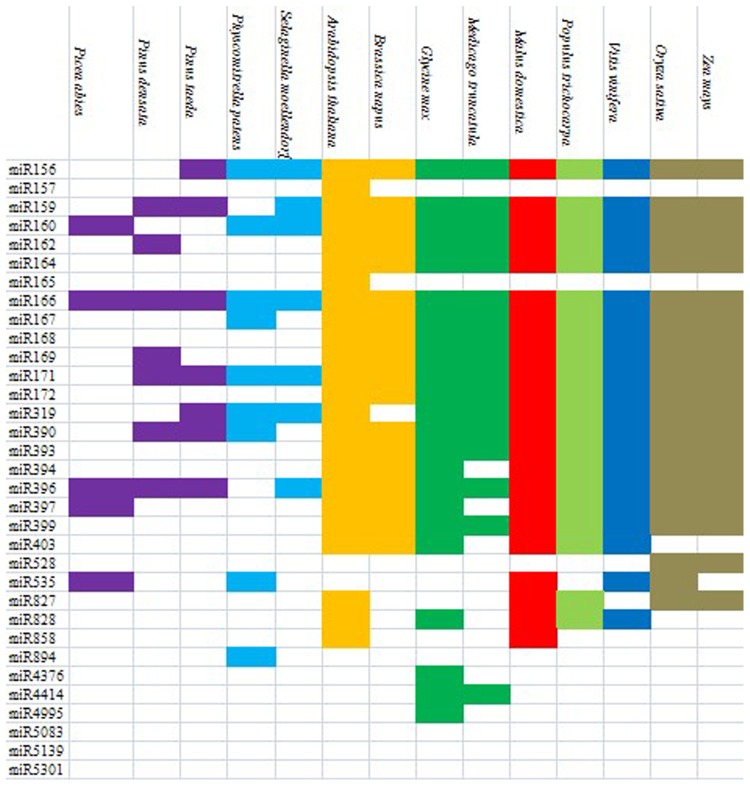
Conserved miRNA families from peach, designated as pmu on the first column, and their homologues in other plant species.

### Identification of Peach-specific miRNAs

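The data behind the peach-specific miRNAs came from 1 small RNA library, made from a mixture of young leaves, young stems and flower buds and sequenced without a replicate, so that no value has a replicate error. The authors deposited a table of candidates with raw read counts, without normalization, for each precursor and for the most abundant sequence on its 5′ arm (5p) and its 3′ arm (3p). Before counting, the authors removed adaptors and reads outside the length limits. The methods state that reads matching other classes of non-coding RNA and known miRNAs were also removed. The table still lists 15 candidates with an arm identical to a conserved miRNA of Table S2. The authors ran MIREAP, a program that searches a genome for hairpins around stacks of small RNA reads, with its default parameters. The table holds 15705 reads over all precursors, which is 0.107% of the 14693759 clean reads that the paper reports for the library. Of these reads, 15451 were counted for the listed 5p and 3p sequences. No candidate had fewer than 5 reads. Positions are given on the scaffolds of the peach genome as in the table, counted from 1; the paper names the genome database as its source and its text does not name the version. In all 186 rows the precursor length equalled the span of its coordinates and each listed arm sequence occurred once in its precursor. Some sequences were listed for several candidates, so sums over candidates can count a read more than once. Among shared sequences of the more abundant arm, counts were equal at each candidate for 13 and unequal for 4. Unequal counts in 1 library mean that an arm count is not always the number of reads with exactly the listed sequence. It may include variants of that sequence or leave reads out, and the table does not say which. Some sequences of the less abundant arm were also shared. One of them, CGCATGCTAAACAATCCGGACA, had 21 reads at miRC26 and 22 each at miRC130, miRC172 and miRC177. With each distinct arm sequence counted once, at its highest count, 12570 reads remained, and 18.6% of the summed arm reads were repeats. Intervals given for shares are 95% Wilson intervals; they cover counting error only, because reads from amplified libraries are not independent molecules. A count of 0 allows up to 3 reads, or 2.04e-05% of the clean reads.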

The unannotated small RNAs of 3,690,979 unique reads matching the genome was subjected to secondary structure analysis. After using the criteria suggested by Meyers et al. [39] and the program MIREAP developed by BGI, 186 putative novel miRNAs were identified. 

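The candidates lay on 11 scaffolds, with 41 on scaffold 1, 30 on scaffold 3 and 25 on scaffold 4, and 88 were on the plus strand and 98 on the minus strand. Precursors were 65 to 358 nt long, with a median of 122.5 nt. The more abundant sequence was on the 5′ arm in 97 candidates and on the 3′ arm in 89. It was 23 nt long in 82 candidates, 21 nt in 63, 20 nt in 25 and 22 nt in 16. The candidates represented 153 distinct most abundant sequences, since 17 sequences were listed for several candidates, 50 in all. TACAGCCGTCCGGCTATACT was listed for 7 candidates with 8 to 10 reads, and TGTCTATTTCAGTACGTCGTGTA for 5 candidates with 49 reads at each. Precursors overlapped in 4 pairs, of which 3 were on opposite strands, and merging these gave 182 loci. At most 4 bases of the most abundant sequence were unpaired in the deposited structure of 167 candidates, and the other 19 had up to 7.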

The first nucleotide bias analysis showed that uracil was the most frequently used first nucleotide in miRNAs of peach, with 10,801 uracil nucleotides (41.68%). This result was agreement with previously reports that the uracil nucleotide is dominant at the first position of the 5′ end for the majority of miRNAs (Fig. 4). 

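Each read was given the first nucleotide of its listed sequence, so a read with another 5′ end would be misplaced. Of the 15451 reads counted for the listed 5p and 3p sequences, 5284 were on sequences that start with uracil. This is 34.2% (95% Wilson interval 33.5 to 35.0%). Guanine was first in 4430 reads (28.7%, interval 28.0 to 29.4%), cytosine in 2909 (18.8%) and adenine in 2828 (18.3%). The interval of uracil lay above that of guanine. The order of these bases depended on how sequences listed at several loci were counted. With each distinct sequence counted once, uracil was first in 3787 of 12570 reads (30.1%, interval 29.3 to 30.9%) and guanine in 3895 (31.0%, interval 30.2 to 31.8%), and the 2 intervals overlapped. A single sequence, GTTCCCCGGCAACGGCGCCA of miRC57 with 1876 reads, supplied much of the guanine. Without miRC57, an alternative chosen after its count was seen, uracil had 35.4% and guanine 18.9% of the reads of distinct sequences. Without weighting by reads, 67 of 191 distinct sequences started with uracil (35.1%, interval 28.7 to 42.1%) and 59 with adenine (30.9%, interval 24.8 to 37.8%), a difference within the intervals. From the frequency of the first nucleotide, the paper states that uracil was used most often, as in earlier reports on miRNAs.

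**Figure D1:**
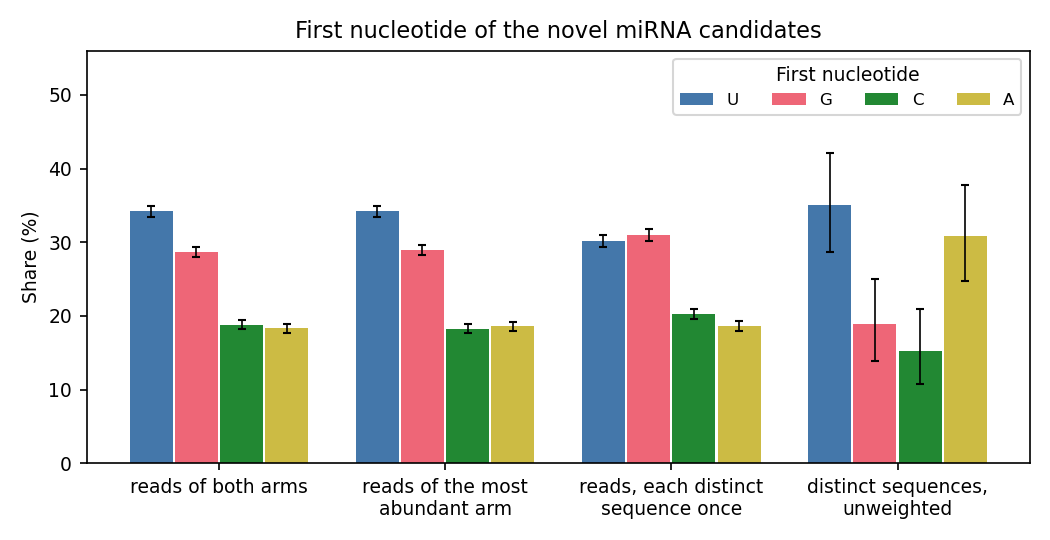
Share (%) of reads, or of distinct sequences, by the first nucleotide of the listed sequence, under 4 ways of counting. Bars are shares and error bars 95% Wilson intervals. Uracil leads at 34.2% with reads of both arms, while with each distinct sequence counted once guanine is at 31.0% and uracil at 30.1%.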

Our sequence analysis showed that the minimum folding free energies (MFEs) of potential novel miRNA precursors ranged from 18.33 to 171.23 kcal/mol with a mean of 53.13 kcal/mol using mFold software (Table S3). 

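Over the 186 precursors the deposited folding free energies, given here as their size, had a mean of 53.1 kcal/mol and an SD across precursors of 26.5 kcal/mol, with a median of 47.4 kcal/mol. The smallest, 18.33 kcal/mol, belonged to miRC171, a precursor of 102 nt on scaffold 7 from 9733058 to 9733159 on the minus strand, whose 3p sequence CACAACACGGATGTTAGGAC had 9 reads. The largest, 171.23 kcal/mol, belonged to miRC148, a precursor of 270 nt on scaffold 6 from 28212500 to 28212769 on the plus strand, whose 3p sequence AGATGGTAGAACGGAGGCTGT had 10 reads. Per 100 nt of precursor, the energy ran from 17.5 kcal/mol in miRC118 to 75.5 kcal/mol in miRC94, with a median of 36.8 kcal/mol. Folding the same sequences again with RNAfold gave a mean of 51.5 kcal/mol, and no precursor differed by more than 7.9 kcal/mol from its deposited energy.

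**Figure D2:**
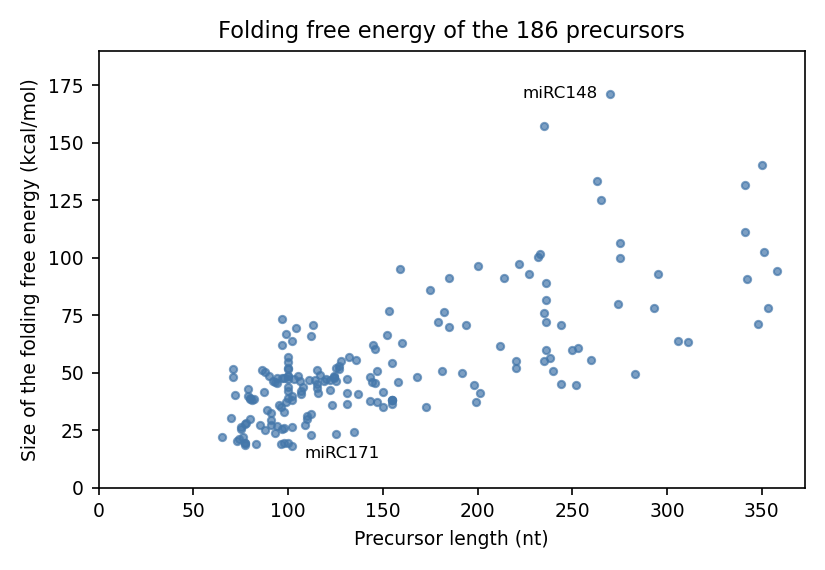
Size of the deposited folding free energy (kcal/mol) against precursor length (nt), with 1 point for each of the 186 precursors. Points rise with length, and miRC148 has the largest energy and miRC171 the smallest.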

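A sequence on both arms was listed for 46 candidates, and the other 140 had reads on 1 arm. Candidates with both arms had a median of 35 reads per precursor and those with 1 arm a median of 11 reads. The less abundant arm had a median of 2 reads and at most 73 reads. In 16 of the 46 candidates it was a single read, and in 14 it had more than 3 reads. Where at least 2 reads were required on each arm, 30 candidates had both. The 46 candidates held 39 distinct pairs of sequences. A median of 7.87% of the arm reads was on the less abundant arm.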

Among the miRNA candidates, 46 were identified with complementary miRNA*s. In contrast to the common or evolutionarily conserved miRNAs, the predicted novel miRNAs were often expressed at a very low level, 77.96% of which were sequenced fewer than 50 times. 

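Of the 186 candidates, 145 had a total count under 50, which is 78.0% (95% Wilson interval 71.5 to 83.3%). The median was 13 reads per candidate, with a 95% interval of 11 to 18 from the binomial distribution of ranks. For the conserved miRNAs, the counts that the paper lists in Table S2 have a median of 14 reads per sequence (interval 6 to 24) over 117 sequences, and 80 of these are under 50 (68.4%, interval 59.5 to 76.1%). The intervals of the 2 lists overlap. Summed by family, the paper's counts have a median of 79 reads (interval 14 to 335) over 33 families, an interval that overlaps that of the candidates, and 45.5% of families are under 50 (interval 29.8 to 62.0%), which lies below the share of the candidates. The lists differ in their lower limit, since 40 of the paper's conserved sequences have 3 reads or fewer and no candidate does. Among the 72 conserved sequences with at least 5 reads, a restriction chosen after the counts were seen, the median of the paper's counts is 54 (interval 30 to 94) and 48.6% (interval 37.4 to 59.9%) are under 50, and these intervals lie apart from those of the candidates. The paper's counts for conserved sequences reach 150821 reads, and their sum is 21.0 times the reads of all candidates. From the share of candidates with few reads, the paper states that the candidates were often at a very low level.

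**Figure D3:**
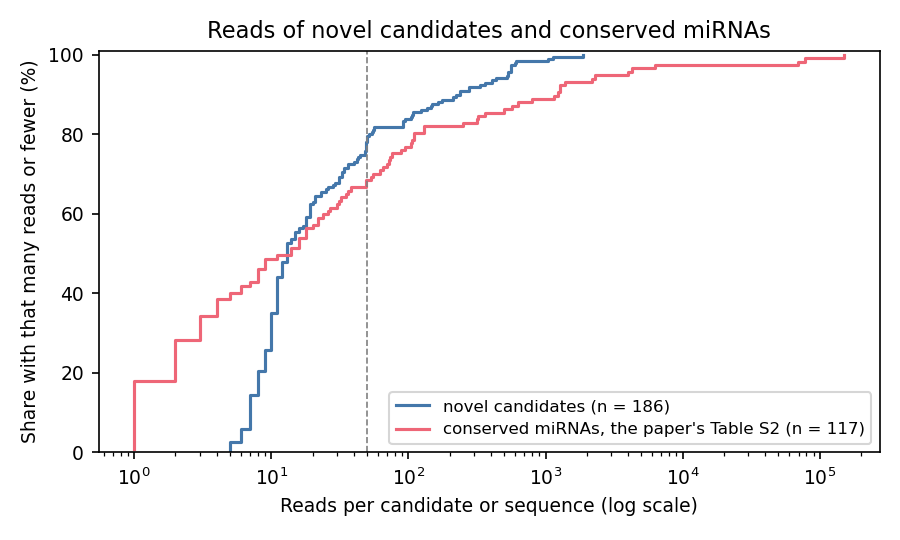
Cumulative share (%) of the miRNA candidates and of the conserved sequences in the paper's Table S2 with a given number of reads or fewer, against reads on a log scale; the dashed line is at 50 reads. The lines cross near the medians of 13 and 14 reads, and the line of the conserved sequences starts at 1 read and ends at 150821 reads.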

From 186 novel miRNAs candidates, only three miRNAs (miRC57, miRC162 and miRC167) were sequenced more than 1,000 times and 11 miRNAs more than 500 times.

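The candidate with the most reads, miRC57, had 1883 on its precursor, on scaffold 2 from 7959966 to 7960209 on the minus strand. Reads were listed on its 3′ arm alone, the energy of its precursor was not below that of shuffled sequences (adjusted permutation p = 0.618 with Benjamini-Hochberg adjustment), and its precursor of 244 nt was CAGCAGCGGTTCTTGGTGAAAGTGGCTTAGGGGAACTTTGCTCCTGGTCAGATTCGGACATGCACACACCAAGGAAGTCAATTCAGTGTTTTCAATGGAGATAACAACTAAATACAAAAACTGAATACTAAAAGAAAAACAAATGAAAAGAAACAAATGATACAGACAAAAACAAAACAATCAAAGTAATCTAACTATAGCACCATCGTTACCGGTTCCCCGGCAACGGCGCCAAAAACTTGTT. miRC167 had 1136 reads, on scaffold 7 from 2887134 to 2887237 on the minus strand, with 1091 on the 3p sequence TGATTCTTGTTGACGTGATGT and 26 on the 5p sequence ATCATGTCACCAGGAACCAAG. Its precursor of 104 nt was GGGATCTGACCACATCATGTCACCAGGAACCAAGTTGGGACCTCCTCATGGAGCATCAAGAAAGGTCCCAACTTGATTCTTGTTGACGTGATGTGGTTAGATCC. miRC162 had 1050 reads, on scaffold 7 from 7795407 to 7795498 on the plus strand, with 1035 on the 5p sequence CACTTTGTAGAGAAGGTTCATT and 14 on the 3p sequence TGAACCTTGTGTACAAATTGGC. Its precursor of 92 nt was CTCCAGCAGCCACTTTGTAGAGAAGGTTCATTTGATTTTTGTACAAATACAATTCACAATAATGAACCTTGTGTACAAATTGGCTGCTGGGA. Together these 3 candidates held 25.9% of the reads of all candidates. The other 8 candidates over 500 reads were close to the limit. miRC140, on scaffold 6 from 2567185 to 2567419 on the plus strand, had 604 reads, and miRC179, on scaffold 8 from 4474769 to 4474854 on the plus strand, had 599. miRC130 and miRC172 had 564 reads each and miRC26 had 563, all with the 5p sequence TCCGGATTGTTTAGTGTGCGGA at 532 reads, the same sequence with the same count at 3 loci. miRC16 with 531 reads and miRC17 with 520 overlapped on the plus strand of scaffold 1, from 29648307 to 29648580 and from 29648520 to 29648655, and shared the sequence GGAATGGGAGGATTGGGAAAA; in the same test miRC16 was not past the threshold (adjusted permutation p = 0.106), and was past it with shuffles that keep mononucleotide counts only (0.0109). miRC126 had 528 reads on scaffold 5 from 8812701 to 8812810 on the plus strand, and its 5p sequence ACGTTATTATCGTGCGGATGCTA was also listed for miRC144. By distinct sequence, 8 candidates were over 500 reads, and by the count of the most abundant arm, 9.

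**Figure D4:**
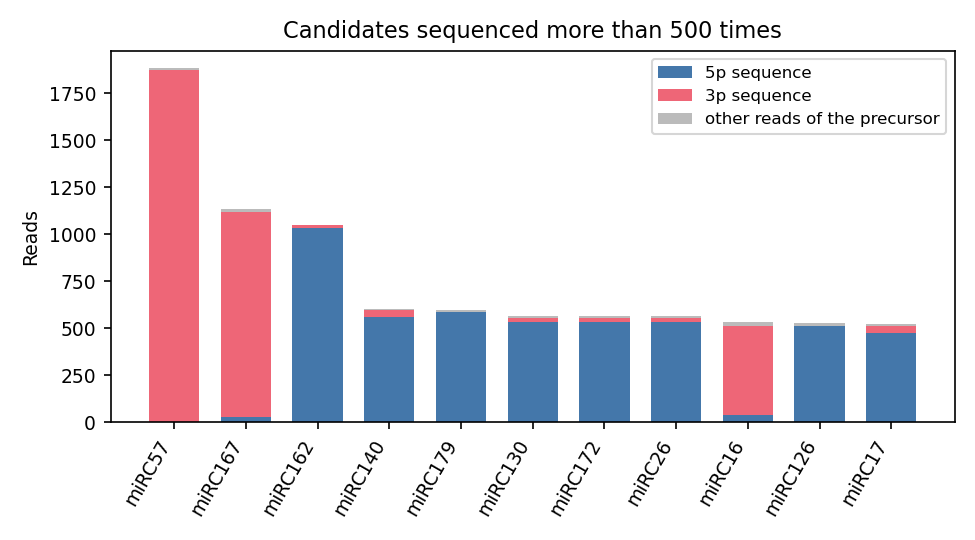
Reads of the 11 candidates over 500, split into the 5p sequence, the 3p sequence and other reads of the precursor; bars are counts in 1 library. miRC57, miRC167 and miRC162 stand above 1000 reads, and the other 8 lie between 520 and 604.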

**Figure 4:**
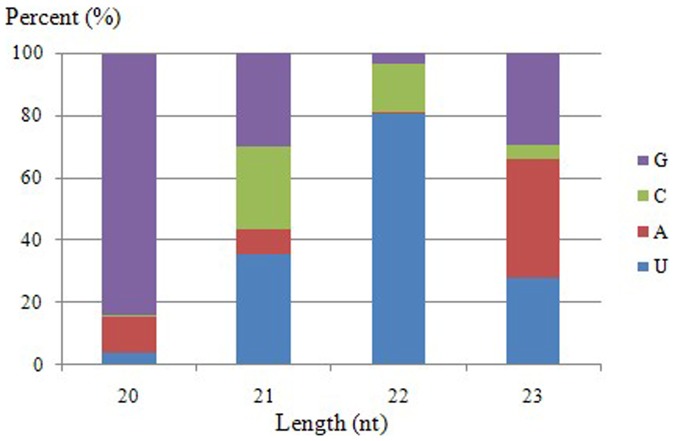
First nucleotide bias in novel miRNA candidates in peach.

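Each read was given the length and first nucleotide of its listed sequence. By length, over the reads of both arms, 20-nt sequences started with guanine in 84.3% of 2723 reads (95% Wilson interval 82.9 to 85.6%), most of them the 20-nt sequence of miRC57. At 21 nt, uracil was first in 39.5% of 6735 reads (interval 38.4 to 40.7%), guanine in 27.3%, cytosine in 23.4% and adenine in 9.83%. At 22 nt, uracil was first in 60.8% of 3259 reads (interval 59.2 to 62.5%) and cytosine in 35.7%. With each distinct sequence counted once this order reversed, to 52.0% for cytosine (interval 49.9 to 54.2%) and 42.6% for uracil (interval 40.5 to 44.7%) of 2108 reads; the sequence shared by miRC26, miRC130 and miRC172 is 22 nt long and starts with uracil, and the 5p sequence of miRC162 held 1035 of the 1097 reads of cytosine. At 23 nt, adenine was first in 67.2% of 2718 reads (interval 65.4 to 69.0%) and uracil in 19.6%. Sequences of 19 nt and of 24 to 26 nt were listed with 2 to 8 reads per length, too few for a share.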

### miRNA Validation and Quantification by RT-qPCR

To evaluate the differential expression of the miRNAs in three tissues and to assess their potential roles in regulating the expression of the genes, the expression of 19 conserved miRNAs and 13 novel miRNA candidates was analysed using poly (A) qRT-PCR. These qRT-PCR analyses demonstrated that the expression of miRNAs differed greatly in young leaves, stems and flowers. The expression of 8 conserved (miR166, miR168, miR319, miR394, miR399, miR827, miR894 and miR5139) and six novel miRNAs (miRC1, miRC14, miRC16, miRC112, miRC179 and miRC181) showed no significant change in different tissues (Figs. 5A and 5B). It was notable that the majority of the tested miRNAs were more abundant in flowers than in young leaves and stems, which suggests that these miRNAs might play important roles in peach flower development, whereas miR393 and miRC16 mainly accumulated in young leaves.

**Figure 5:**
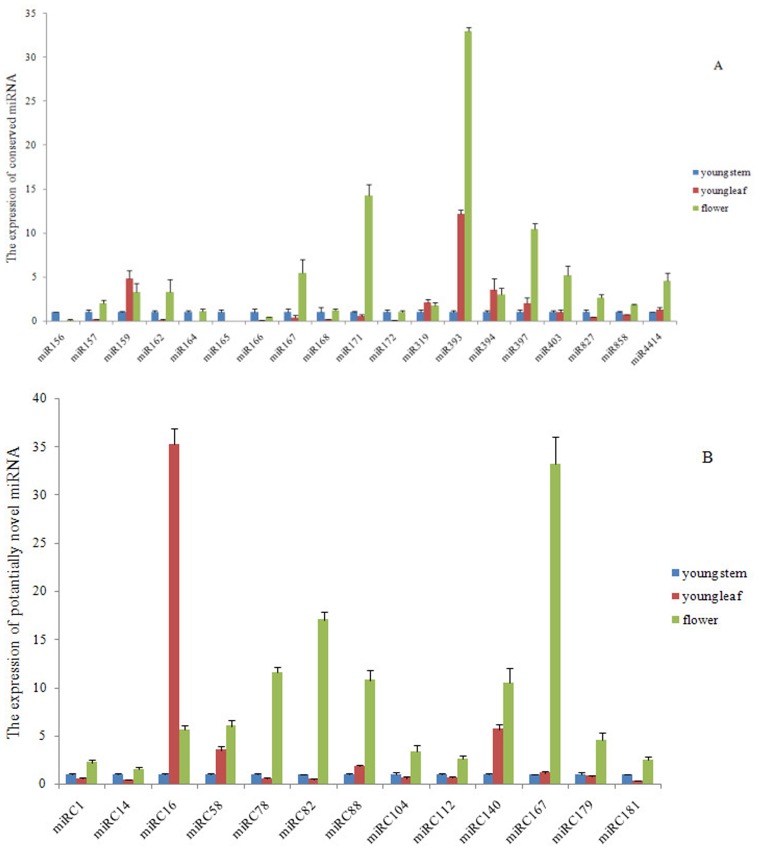
Relative expression levels of peach miRNAs in different tissues. A, Relative expression levels of conserved miRNAs; B, relative expression levels of novel miRNAs.

### Summary of the Degradome Library Data

In higher plants, most miRNAs regulate their target genes via cleavage, which normally occurs at the tenth nucleotide of the complementary region between the miRNA and the mRNA [36]. Three degradome libraries, which capture the cleaved mRNAs were constructed from young leaves, stems and flowers in peach. After submitting libraries for parallel analysis of RNA end (PARE) Solexa sequencing [33], [40], a total of 12,295,775, 11,921,348, and 12,004,101 raw reads and 7,974,504, 8,329,611, 8,766,508 unique raw reads were obtained from peach leaf, stem and flower libraries, respectively (Table 2). In total, 5,320,695, 5,004,686 and 5,292,314 reads (referred to as cDNA mapped reads), which perfectly mapped to the peach cDNA database, remained. Finally, 22,058, 2,176 and 22,420 reads, which contained miRNA-mediated cleavage sites, were identified.

**Table 2:** Data summary of three degradome libraries of peach.

Type	Leaf library	Stemlibrary	Flowerlibrary
Raw Reads	12,295,775	11,921,348	12,004,101
Unique Raw Reads	7,974,504	8,329,611	8,766,508
cDNA Mapped Reads	5,320,695	5,004,686	5,292,314
Total Number of input cDNAs	34,809	28,701	28,701
Number of covered cDNAs	22,058	21,767	22,420

### Identification and Classification of Targets for known miRNAs and Novel miRNA Candidates

A total of 259 target mRNAs were identified from three degradome libraries in peach, 172 of which were the target genes for 26 conserved miRNA families and 87 of them for 38 putative novel miRNAs (Table S4). It should be noted that conserved miRNA families on average targeted more gene transcripts compared to novel miRNA candidates. The largest number of targets was shown by miR156, miR172 and miR396, with 25, 21 and 22, respectively. The target genes were classified into five categories (0–4), based on their number. It was shown that 29.30%, 25.90% and 55.43% targets belonged to category 0 from peach flowers, young stems and young leaves, respectively. Target gene categories 1 and 3 had fewer members (Table 3).

**Table 3:** The percentage of target gene categories in three tissues.

Category	Flower	Young stem	Young leaf
0	29.30%	25.90%	55.43%
1	5.38%	0.60%	0.37%
2	25.27%	30.92%	24.72%
3	1.61%	2.41%	0.75%
4	38.44%	40.16%	18.73%

Some of the target genes were abundantly represented as conserved miRNA targets, including many transcription factors such as *ARF*, *MYB*, *NF-Y*, *GROWTH REGULATORY FACTOR*, *HD-ZIP*, *PPR*, *SBP* and the NAD (P)-binding protein-encoding gene and genes encoding ribosomal proteins. In contrast, we found some other miRNA targets such as genes encoding mitochondrial acyl carrier protein, vacuolar ATPase assembly integral membrane protein, proline extensin-like receptor kinase, galactose oxidase/kelch repeat superfamily protein, ankyrin repeat family protein, cell differentiation protein and jasmonate-ZIM-domain protein (Table S4).

Among the 568 miRNA target genes, 197 were present in all three tissues; 123 and 70 targets were only found in peach stems and flowers, respectively, 102 targets were identified in stems and flowers, whereas 76 targets were found in leaves and stems (Table S5).

## Discussion

### High-throughput Sequencing of Peach Small RNAs

The study of miRNAs as regulators of gene expression has been extensively performed in plants in recent years [41]. The majority of miRNA genes in plants show high conservation and rapid evolution. Deep sequencing technologies allow miRNAs to be identified at an increased depth. Species-specific miRNAs, which should be greater than the number of conserved miRNAs [42] and only 47 peach-specific and 47 known miRNAs or families with distinct expression patterns were identified in peach by deep sequencing [28]; In this study, 117 conserved miRNAs and 186 novel miRNA candidates were identified. We found seven novel lowly-conserved miRNA families (miR528, miR4376, miR4414, miR4995, miR5083, miR5139 and miR5301) and 186 novel miRNA candidates.

### miRNA Expression Signatures Associated with Tissue Development

The differential accumulation of miRNAs in different tissues is common [35]. Notably, 12 from 19 conserved miRNAs and 12 from 13 novel miRNA candidates were highly expressed in flowers according to RT-qPCR data. It has been suggested that these miRNAs might play an important role in organ boundary formation or developmental processes. In addition, the expression of miRC16 was much higher in leaves than in flowers and stems, suggesting that it might be associated with leaf development.

### Identification of Previously Undiscovered miRNAs Targets

To identify previously undiscovered miRNAs target, three degradome libraries were constructed. The identification of miRNA targets in the libraries was low, regardless of whether they were conserved or novel. It was also noted that miRNAs with a single nucleotide difference within the same family make them functionally distinct because of their interaction with different AGO complexes [43]. Recently, miRNA sequence length variation was also reported to have dramatic effects on miRNA functions [43]–[45]. The targets of conserved and species-specific miRNAs appear to be involved in various processes in plants; many of which were previously uncharacterised. MiR156 and miR157 not only targeted *SQUAMOSA* promoter-binding protein-like (SBP domain) transcription factors, but also genes encoding proteins associated with energy metabolism, glucose metabolism, redox status and ion transport (Table S4). In this study, miR159 not only targeted *MYB* transcription factors but also regulated the expression of genes encoding ENTH/VHS family proteins, cytokinin oxidase/dehydrogenase, and transferases. In addition, *UDP-XYL* synthase was a target of miR164. Thus, the novel peach miRNAs targeted different genes with a wide variety of predicted functions.

## Conclusions

In this study, we constructed a small RNA library and three degradome libraries from three tissues for deep sequencing and identified 117 conserved miRNAs and 186 novel miRNA candidates. In addition, we identified 172 targets for conserved miRNA families and 87 for novel miRNAs, using recently developed tools for the global identification of miRNA targets. Peach represents a model for fruit trees in the *Rosaceae*. We expect to identify more peach-specific miRNAs and their targets and to obtain a better insight into the miRNA networks in peach.

## Materials and Methods

### Plant Materials

*Prunus persica* cv. Lovell peach trees were grown in the garden of Nanjing Agricultural University, China. Young emerging leaves, young stems and flower buds were collected from ‘Lovell’ peach trees before the end of flowering. After collection, all samples were immediately frozen in liquid nitrogen and stored at −70°C until use.

### Small RNA and Degradome Library Construction for Solexa Sequencing

A low molecular weight (LMW) RNA was isolated from mixed tissues (young leaves, young stems and flower buds) using the CTAB reagent according to the procedure previously described by Wang et al. [46]. The sample was sequenced by the Beijing Genomics Institute (BGI) (Shenzhen, Guangdong Province, China) using high-throughput pyrosequencing technology developed by Solexa. Three total RNAs were extracted from peach: young leaves, young stems and flowers. The degradome cDNA libraries were prepared following the procedures previously described by German et al. [40], [47].

The small RNA library and three degradome libraries sequencing data are available under NCBI-GEO accession no: GSE49579.

### Bioinformatic Analysis of Sequencing Data

After removing low quality reads and trimming adaptor sequences, the high-quality small RNA reads ranging from 18 to 30 nucleotides were obtained from the sRNA raw data. Small RNA sequences matching non-coding rRNA, tRNA, snRNA and snoRNA in the Rfam 10 (http://www.sanger.ac.uk/resources/databases/rfam.html) and NCBI Genbank databases were removed. The remaining sequences were searched against the miRBase database v18.0 (http://www.mirbase.org, release 18) with up to two mismatches, to identify conserved miRNAs. The sequences that did not map to any miRNAs in miRBase were analysed for predictions to identify novel miRNAs by the program MIREAP (developed by BGI) with default parameters for mapping the peach genome and obtaining all candidate precursors with hairpin-like structures of novel miRNA candidates [31]. Secondary structures of novel miRNAs were also checked using Mfold 3.2 [48].

The conserved miRNA families identified in peach were compared with known miRNA families in 14 other plant species, including *Picea abies*, *Pinus densata*, *P. taeda*, *Physcomitrella patens*, *Selaginella moellendorffii*, *Brassica napus*, *Glycine max*, *Medicago truncatula*, *Malus domestica*, *Populus trichocarpa*, *Vitis vinifera*, *Oryza sativa*, *Zea mays*. Peach miRNAs that had corresponding homologues in more than 10 plant species were classified as highly conserved miRNAs. While miRNAs that had corresponding homologues in at most 3 plant species were considered as less conserved miRNAs.

The construction of degradome libraries differed considerably from past efforts [33], [49] and followed the procedure of as Ma et al. [40], [47] with some modifications. (1) Approximately 150 ng of poly (A)^+^ RNA was used as input RNA and for annealing with biotinylated random primers; (2) Strapavidin capture of RNA fragments was performed via Biotinylated Random Primers; (3) 5′ adaptor ligation was only performed to those RNAs containing 5′-monophosphates; followed by (4) reverse transcription and PCR; (5) libraries were sequenced using the 5′ adapter only, resulting in the sequencing of the first 36 nucleotides of the inserts that represented the 5′ ends of the original RNAs. The purified cDNA library was used for cluster generation on Illumina’s Cluster Station and then sequenced on Illumina GAIIx following the vendor’s instructions for running the instrument. Raw sequencing reads were obtained using Illumina’s Pipeline v1.5 software following sequencing image analysis by the Pipeline Firecrest Module and base-calling by the Pipeline Bustard Module. A Public software package, CleaveLand 3.0 was used for analysing the generated sequencing data.

The peach genome sequences, CDS sequences and gene annotation information were obtained from GDR (www.rosaceae.org).

### miRNA Validation and Quantification by RT-qPCR

The LMW RNAs, independently extracted from peach leaves, young stems and flowers were used for RT-qPCR. The cDNA was mixed with 2× SYBR Green Mix (Takara, Japan), together with the miRNA-specific primers and a universal reverse primer (URP) in a final volume of 20 µL. Samples were analyzed in biological triplicate in a 96-well plate. All quantitative PCRs were performed in an ABI 7300 Real-Time PCR System (Bio-Rad) and the PCR conditions were 95°C for 30 s, 40 cycles of: 95°C for 30 s and 60°C for 34 s and a melting curve immediately after amplification. Each reaction was performed in triplicate. The relative miRNA expression was quantified using the comparative ΔΔCT method [50]. All expression profiles were normalised to expression levels in the stem. 5.8S rRNAs [51] was used as an internal control. The primer sequences are shown in Table S1. There three biological replications in every sample.

### Additional Information

Accession codes: all of raw sequencing data of this paper have been deposited at GEO under accession GSE49579. P. persica mixed tissues for small RNA sequencing data have been deposited at GEO under accession GSM1202204. *P. persica* degradome Sequencing data for P. persica are available in the GEO under accession GSM1202205, GSM1202206 and GSM1202207.

## Supporting Information

Table S1 Primer sequences of miRNAs.
(DOC) Click here for additional data file.

Table S2 Peach homologs of conserved miRNAs.
(XLS) Click here for additional data file.

Table S3 Detailed information of novel miRNA candidates in peach.

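For each candidate the table gives the scaffold and position of the precursor, its folding free energy in kcal/mol as a negative number, the reads counted on the whole precursor and on the 5p and 3p sequences, those sequences, the precursor sequence and its structure as dots and brackets. A dash marks an arm with no sequence. The deposited table has 186 candidates and the copy of Table S3 used here has 185, which were the same in every field. Every listed count lies within the total of its precursor. In 95 candidates all reads of the precursor were counted for the listed sequences, and in no candidate were less than 83.3% counted for them.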

(XLS) Click here for additional data file.

Table S4 The targets of known miRNA in peach.
(XLS) Click here for additional data file.

Table S5 Expression of 568 target genes in different tissues.
(XLS) Click here for additional data file.

# Supplementary material for: Identification of miRNAs and Their Target Genes in Peach (Prunus persica L.) Using High-Throughput Sequencing and Degradome Analysis
**Source:** PLoS One. 2013 Nov 13;8(11):e79090. doi: 10.1371/journal.pone.0079090
**Supplement:** Table S1 — Primer sequences of miRNAs.

Table S1 Primer sequences of miRNAs

| Name | Sequence (5’-3’) | Name | Sequence (5’-3’) |
| --- | --- | --- | --- |
| miR156 | CTGACAGAAGATAGAGAGCAC | miR157 | TTGACAGAAGATAGAGAGCAC |
| miR159 | TTTGGATTGAAGGGAGCTCTA | miR162 | TCGATAAACCTCTGCATCCAG |
| miR164 | TGGAGAAGCAGGGCACG | miR165 | TCGGACCAGGCTTCATC |
| miR166 | TCGGACCAGGCTTCATTC | miR167 | TGAAGCTGCCAGCATGATCT |
| miR168 | TCGCTTGGTGCAGGTCGG | miR171 | TGATTGAGCCGTGCCAATATC |
| miR172 | AGAATCTTGATGATGCTGCATAAAA | miR319 | TTGGACTGAAGGGAGCTCCCT |
| miR393 | TCCAAAGGGATCGCATTGATC | miR394 | TTGGCATTCTGTCCACCTCC |
| miR397 | TCATTGAGTGCAGCGTTGATG | miR403 | TTAGATTCACGCACAAACT |
| miR827 | TTAGATGACCATCAACAAACAAA | miR858 | GTTTCACGTCGGGTTCACCA |
| miR4414 | AGCTGCTGACTCGTTGGTTCA | miRC1 | AACGGCGTCGTTTTGGACCAG |
| miRC14 | GGGTGAGAGGTTGCCGGAAAGA | miRC16 | GGAATGGGAGGATTGGGAAA |
| miRC58 | GAATTGTAGAAAATTAGTGGGTT | miRC78 | ATGGCGTTGGATGTTCCGGTGTA |
| miRC82 | TAGCCAAGGATGACTTGCCTG | miRC88 | AGGGACTAATGATGCAACACAAC |
| miRC104 | TGAGCCAAGGATGACTTGCCA | miRC112 | TTGATCACTGTAGCCACGGATA |
| miRC140 | TCCGAATGTAGCCTAGATGCC | miRC167 | TGATTCTTGTTGACGTGATGTAAA |
| miRC179 | CACTGATAGAATTGGGGGCAC | miRC181 | AGTCATGATCTCTTGGACTACAA |
| Reverse | | CCAGTAGCGTATGATGAGCA | |
| 5.8s rRNA forward primer | | CTCGGCAACGGATATCTCG | |
| 5.8s rRNA reverse primer | | CTAATGGCTTGGGGCG | |
| URP | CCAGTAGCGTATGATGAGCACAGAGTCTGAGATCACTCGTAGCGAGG-d(T)33-V(A/C/G)N(A/C/G/T) | | |

How the deposited data were processed for this re-analysis (not part of the article)

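The small RNA library of peach was made from a mixture of young leaves, young stems and flower buds, and there was 1 such library with no replicate. The 3 degradome libraries and the quantitative PCR were not analysed here. The counts in the deposited table are raw read counts that the authors made from their clean reads with MIREAP at default parameters and did not normalize. The methods state that reads matching other non-coding RNAs or known miRNAs were removed first. The table still lists 15 candidates with an arm identical to a conserved miRNA of Table S2. Tissues were pooled before sequencing, so no value belongs to one tissue. The folding free energies in the deposited table are the authors' values from mFold, in kcal/mol. The version of the peach genome behind the scaffold positions is not named in the paper's text, so no gene annotation was joined to the candidates and positions are given as deposited.

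From the table, candidates were counted, and reads were summed by the first nucleotide and the length of the listed sequence. Shares were given with 95% Wilson intervals from scipy 1.17.1. Intervals for medians come from the ranks of a binomial distribution. These intervals cover counting error in 1 library and say nothing about biological spread. At a total of 15705 reads on the candidates and a median of 13 per candidate, the intervals of values per candidate are wide. The counts of conserved miRNAs and the targets are the paper's, from Tables S2 and S4, which hold as many entries as the paper gives.

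Each precursor was folded with RNAfold of ViennaRNA 2.7.2 and compared with 999 shuffles that keep its dinucleotide counts, with a 1-sided permutation p and Benjamini-Hochberg adjustment over the 186 precursors at 0.05. Tested on 60 simulated precursors with 99 shuffles each and adjustment over those 60, the same code called 30 of 30 with a planted hairpin and 0 of 30 without. The simulated precursors were made from shorter real ones, and the planted hairpin was a perfect stem around a short loop. The result therefore does not cover long precursors with imperfect stems, such as miRC57 with 244 nt. The share of sequences with a target was compared between length classes by a 2-sided permutation test with 100000 resamples over the 153 distinct most abundant sequences, which are not independent replicates. On simulated shares for 153 sequences it called 100 of 100 true differences and 3 of 100 sets without one, at a p of 0.05. Calculations used python 3.11.15 and numpy 2.4.6, and figures matplotlib 3.10.9.

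The alternatives were listed before the data were examined, apart from those named as added later. Table S3, which lists the same candidates and counts, had been read and summarised before the list and the rule for naming candidates were written, so these choices were not blind to the values. The candidates named are those the paper names, those over 500 reads, those with the smallest and largest folding free energy, and those identical to a conserved miRNA, the last mostly as a summary. Other candidates named for an extreme or a shared sequence were chosen after their values were seen.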

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

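The test of sequences listed at several loci was chosen after the counts were seen. Of the 11 candidates over 500 reads, 5 are neither named in the paper's text nor among the candidates with a primer in Table S1: miRC17 with 520 reads, miRC26 with 563, miRC126 with 528, miRC130 with 564 and miRC172 with 564. They were picked out by the limit of 500 reads, which the paper uses, among candidates the paper does not discuss; being above the 3 reads that a count of 0 allows does not set them apart, since no candidate had fewer than 5 reads. miRC140, with 604 reads, is not named in the text either, but the paper measured it by quantitative PCR, and its sequence is listed for 1 candidate only. One candidate explanation is that one sequence was counted at several loci. The most abundant sequence of all 5 is listed for 2 or more candidates, so their counts do not add up to separate evidence. Of the 5, 3 share one sequence at 532 reads, and miRC17 shares its sequence, at 475 reads, with the overlapping miRC16. The sequence of miRC126 had 509 reads there and 427 at miRC144. Counted once, the sequences at 532 and 509 reads stay over 500. For these sequences, counting at several loci adds candidates but does not account for passing the limit. Random folding of a repetitive sequence was also weighed. Of the 5 precursors, 5 had a lower energy than their dinucleotide shuffles (Benjamini-Hochberg adjusted permutation p = 0.00162 in each, the smallest the shuffles gave). This argues against folding that follows from dinucleotide content alone. It cannot decide on a repetitive sequence, because an inverted repeat also folds more stably than its shuffles. The precursors had also been selected as hairpins. Which of the loci gave rise to the reads stays open, and no biological explanation was tested, because the library was a mixture of tissues.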

How the results depend on the processing

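With each distinct arm sequence counted once, the share of reads starting with uracil was 30.1% in place of 34.2%, and its lead over the next base was -0.859 percentage points, that is, guanine was ahead, with overlapping intervals. The share moved beyond its interval to 35.1% without weighting by reads, where the interval over 191 sequences is wide, includes the main value and overlaps that of adenine, and to 36.3% without candidates identical to a conserved miRNA, with uracil in the lead. Under 2 alternatives added after seeing the data, it was 38.9% without the most abundant candidate, miRC57, and 35.4% with each distinct sequence counted once and without miRC57. So the lead of guanine among distinct sequences rests on 1 candidate. Requiring at least 2 reads on each arm lowered the candidates with both arms from 46 to 30, because a single read on the less abundant arm no longer counted. Whether depth limits this number was not tested, because there was 1 library and its reads were not subsampled.

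By length, the same ways of counting were applied after the data were seen. At 22 nt, uracil fell from 60.8% to 42.6% with each distinct sequence counted once, and cytosine led with 52.0%, with separate intervals. This lead rests on 1 sequence, the 5p sequence of miRC162, with 1035 of the 1097 cytosine reads, and without weighting by reads uracil led with 61.1% of 18 sequences against 22.2% for cytosine, with overlapping intervals. At 20 nt, guanine fell from 84.3% to 23.5% of 17 distinct sequences without weighting, where adenine led with 41.2% and the intervals overlapped; it was 86.8% with each distinct sequence counted once, 49.5% without miRC57 and 54.6% with both. At 21 nt, uracil had 39.5%, and it had 43.1% with each distinct sequence counted once and 46.3% without candidates identical to a conserved miRNA. Without weighting it had 33.8% and adenine 28.2%, with overlapping intervals. At 23 nt, adenine had 67.2%, and without weighting it had 38.5% and uracil 32.1%, with overlapping intervals. miRC57 has no listed sequence of 21 to 23 nt, so leaving it out says nothing about these lengths.

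The candidates over 500 reads were 9 by the count of the most abundant arm, 8 by distinct sequence and 7 by both, the last chosen after the data were seen, against 11. The results that follow stayed within these ranges. The number of candidates was 153 by distinct sequence and 182 by locus. The share under 50 reads stayed between 77.8% and 79.6%, the median between 12 and 13 reads, the mean folding free energy between 51.5 and 53.1 kcal/mol, and candidates identical to a conserved miRNA between 15 and 18. The 3 candidates over 1000 reads were also 3 by the count of the most abundant arm. Precursors more stable than their shuffles numbered 158 with dinucleotide counts kept and 162 with mononucleotide counts kept. The difference in targets between length classes was 37.2 percentage points, and 39.7 and 37.4 points under the 2 alternatives set in advance, each with a permutation p of 1e-05, the smallest that 100000 resamples can give. Split by reads, it was 35.1 points under 50 reads (permutation p = 1e-05) and 31.5 points at 50 reads and over (exact permutation test, p = 0.209), so it was not past the threshold in the smaller group. No paired analysis was possible because there was 1 library and no group comparison.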

Differences from the paper's values

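For reads starting with uracil, the deposited table gives 5284 by the first nucleotide of the listed sequences, and the paper's value is 10801. None of the alternatives set before the data were examined closed the gap: the count was 5146 with the most abundant arm only, 3787 with each distinct sequence counted once and 5132 without candidates identical to a conserved miRNA. The paper's count and its 41.68% correspond to 25914 reads in all, while the deposited table holds 15705. The share of uracil was 34.2% here.

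For the first nucleotide by length, the paper's values were read by eye from a figure. The alternatives set before the data were examined were set for the share over all lengths and applied here by length. Cytosine at 22 nt was 35.7% here and about 16% in Fig. 4; without weighting by reads it was 22.2%, within 1.5 times the paper's value, and under the other alternatives set before the data were examined it was not. Adenine at 23 nt was 67.2% here and about 38% in Fig. 4; without weighting by reads it was 38.5%, and under the other alternatives the gap stayed. Guanine at 23 nt was 7.47% here and about 29% in Fig. 4, and none of the alternatives closed the gap. Cytosine at 20 nt was 0.331% here and about 1% in Fig. 4, a value at the limit of what can be read by eye. The alternatives set before the data were examined did not close this gap. Without miRC57, an alternative chosen after seeing the values, cytosine was 1.06%, or 1.17% with each distinct sequence also counted once. The settings that closed a gap also opened others. Guanine at 20 nt was 84.3% here and about 84% in Fig. 4. It was 23.5% without weighting by reads and 49.5% without miRC57. Adenine at 21 nt was 9.83% here and about 8% in Fig. 4, and 28.2% without weighting.

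The paper sets the level of the candidates below that of the conserved miRNAs. Over all sequences of the paper's Table S2, the medians were 13 reads for the candidates and 14 for the conserved sequences; among conserved sequences with at least 5 reads, a restriction chosen after seeing the values, the median was 54. By family, the median of the paper's counts is 79, and 45.5% of families against 78.0% of candidates are under 50 reads. The paper ranks uracil as the most frequent first nucleotide, and with each distinct sequence counted once guanine was at 31.0% and uracil at 30.1%. Fig. 4 shows uracil as the most frequent first nucleotide at 22 nt, and with each distinct sequence counted once cytosine was at 52.0%, mostly from miRC162, and uracil at 42.6%; without weighting by reads uracil was at 61.1%. The methods state that candidates were predicted from sequences that matched no known miRNA, and 15 candidates have an arm identical to a conserved miRNA of Table S2.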

Other observations

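The tests of the shared counts and of the 3′ ends were chosen after the values were seen. Uracil was the most frequent first base of candidate reads, and one sequence counted at several loci is a candidate explanation. With each distinct sequence counted once, uracil fell to 30.1% and lost the lead, as this explanation needs, but its interval overlapped that of guanine and the outcome rested on miRC57. No biological explanation was tested.

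An arm of 15 candidates is identical to a conserved miRNA of the paper's Table S2, through 10 distinct sequences of 9 families. The candidates with the most reads among them are miRC127, with 354 reads on the miR166 sequence GGAATGTTGTCTGGCTCGAGG where the paper's Table S2 has 322, and miRC105 and miRC107, with 261 each on the miR169 sequence CAGCCAAGGATGACTTGCCGG where the paper has 249. If the same reads were counted in both lists, counts should be at least those of Table S2 and under 1.5 times them. That held for 7 of the 10 sequences, and the other 3 were higher, up to 2.67 times. None was lower. Whether both lists hold the same reads cannot be told apart from separate counting with these tables, because the reads themselves were not used here.

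Shorter candidates had targets in the paper's Table S4 more often than longer ones. Of the 82 distinct sequences of 20 to 22 nt, 34 had a target (41.5%), and of the 71 of 23 nt, 3 had one (4.23%), a difference of 37.2 percentage points (2-sided permutation test, p = 1e-05, the smallest the resamples can give). This is a comparison across sequences, which are not independent replicates, and 5 such comparisons were made, with a Benjamini-Hochberg adjusted p of 1.25e-05 here. A sequence was given a target where any candidate listing it has one, and for some candidates the target belongs to the less abundant arm. A difference in read depth between the classes was weighed against this: among sequences under 50 reads the difference was 35.1 points (permutation p = 1e-05), which argues against depth as the whole cause. Among sequences of 50 reads and over it was 31.5 points (exact permutation test, p = 0.209, not past the threshold), with 6 sequences of 23 nt. Candidates with an arm identical to a conserved miRNA are also argued against as the whole cause, since without them the difference was 37.4 points. Other conserved miRNAs may remain among the shorter candidates. The precursors of miRC22 and miRC35, for example, hold the paper's primer sequence of miR394. So conserved miRNAs in general stay open as a cause. How the authors' target search treats sequences of different length was not tested, and no biological explanation was tested.

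The 23-nt sequences mostly ended in adenine. Of 71 distinct sequences, 55 did (77.5%, 95% Wilson interval 66.5 to 85.6%), and 38 ended in uracil followed by adenine, against 32 and 7 of the 82 sequences of 20 to 22 nt. Base composition of the precursors as the whole cause is argued against, since 33.1% of all 23-nt windows in the same precursors end in adenine, outside that interval. The difference from the shorter class was seen before it was tested (permutation p = 1e-05). Rules of the prediction program that favour an end were not tested, and no biological explanation was tested.

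Among the 46 candidates with both arms, 41 had a 3′ overhang of 2 nt at both ends of the duplex of 5p and 3p sequences in the deposited structure, the pattern that Dicer-like processing of the hairpin leaves. This cannot be told apart from a rule of the prediction program, since MIREAP may use such an overhang to accept or place the miRNA*, and its defaults were not examined here.

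Compared with shuffles that keep dinucleotide counts, 158 of the 186 precursors had a lower folding free energy (permutation p with Benjamini-Hochberg adjustment over the 186) and 28 had not. MIREAP had selected the precursors as hairpins, so the number that passed is not independent support for them. Of the 28, 20 had a most abundant sequence of 23 nt, 9 had reads on both arms and 3 had a target in the paper's Table S4. They included miRC57, the candidate with the most reads, whose RNAfold energy was -41.3 kcal/mol against a mean of -42.5 kcal/mol (SD 4.17) over its shuffles, with an adjusted permutation p of 0.618, and 0.324 where only mononucleotide counts were kept. They also included miRC16, with an adjusted permutation p of 0.106. It passed with 0.0109 where only mononucleotide counts were kept, and the overlapping miRC17 had 0.00162 with dinucleotide counts. miRC78, a candidate with a primer in Table S1, had an adjusted permutation p of 0.907, and 0.743 with mononucleotide counts. The test folds the whole precursor, so a short stem around a long loop is hard to tell from chance with it, and a precursor that did not pass is not shown to lack a hairpin. No explanation was tested.

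Table S1 lists primers for 13 of the candidates. Of these primers, 7 are the listed sequence, 2 are shorter, 3 are longer and 1 has a base difference. The primer of miRC58 has C1G, counted from 1 at the 5′ end with the listed base first, and it is found in no listed precursor. That of miRC167, which adds AAA to the listed sequence, is not found either. The 3 longer primers add only adenine at the 3′ end. The paper used poly(A) RT-qPCR, so these added bases can match the tail and need not come from the precursor. Primers that occur in several precursors are those of miRC82, in 4, and of miRC16 and miRC104, in 2 each. The primer of miRC82 is also the sequence of a miR169 member in the paper's Table S2, with 18 reads in the candidate. Of the candidates with a primer, miRC78 had 21 reads, miRC88 had 26, miRC58 had 34, miRC181 had 42, miRC104 had 91, miRC112 had 149, miRC14 had 165 and miRC1 had 222.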
